A study of Mus musculus with 28 samples.

How the data were processed

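Ventricular myocardium of 28 male C57BL/6 mice was profiled by RNA sequencing. Per the labels, total RNA was extracted with a column kit and sequenced on an Illumina NovaSeq instrument. The mice fall into 4 groups by surgery and gavage. Chronic kidney disease (CKD) was induced by 5/6 nephrectomy, the removal of most renal tissue, and controls had a sham operation, at 6 weeks of age. On day 7 each mouse received the gut bacterium Oxalobacter formigenes (Oxf), which degrades oxalate, or the culture medium alone (vehicle). The diet held 1% hydroxyproline, a precursor of oxalate, and 0.5% calcium. The groups are called sham-vehicle (10 mice), CKD-vehicle (6), sham-Oxf (5) and CKD-Oxf (7). The design describes groups of 10 mice. The remaining mice of the last 3 groups were not analysed here, for a reason that is not known, so any selection among them limits every group comparison. Each mouse is 1 library, and replicates were numbered within a group in the order of the records.

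The values are the raw gene counts that the authors deposited as a single table, with whole numbers that sum to different totals in each library. The labels and the table header do not state the aligner, the counting tool, the genome build, the annotation or the use of strand. The table lists 45513 gene rows, of which 1532 had no count in any library, and 10 gene names were used by more than 1 gene. No row lacked a name, and 0 columns were left without a mapped sample. Of the gene identifiers, 45465 were found in GENCODE M21 (mouse build GRCm38), which served for positions and gene types, by identifier alone. The counts of the 7SL RNA copies Rn7s1 and Rn7s2 differed by at most 0.0113% of their mean in any library, so reads that match several copies were evidently counted at each of them. Values of multicopy families (7SL, small nuclear RNAs, Mup and Serpina1 genes) and of overlapping or antisense genes are therefore uncertain.

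Counts were normalised with TMM factors and tested in R 4.3.3 with edgeR 4.0.16 (estimateDisp, then the robust quasi-likelihood fit and F test). All 28 libraries entered 1 fit of 4 group means, with no covariate. The filterByExpr function, by group with a minimum count of 10, left 24273 genes. Adjusted p-values are Benjamini-Hochberg values from edgeR over these genes, with a threshold of 0.05. The 7 contrasts were the 4 pairwise comparisons that change surgery or gavage alone, the interaction, and the surgery and gavage effects averaged over the other factor. Errors of log2 fold changes are the absolute fold change divided by the square root of the F statistic. CPM denotes counts scaled to the usual reference library size, after the TMM factors.

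The 5 gene lists, with 65 genes in total (hypertrophy, fibrosis, inflammation, oxidative stress, fatty acid oxidation), were scored in each library. A score is the mean over the list of log2 CPM (prior count 2) minus the sham-vehicle mean of the gene. Group differences were tested with exact two-sided permutation tests and adjusted over the 20 list tests. Reversal of the CKD change by Oxf was measured across genes by Spearman correlation of CKD-vehicle minus sham-vehicle with CKD-Oxf minus CKD-vehicle. Both differences share the CKD-vehicle libraries, so the null values came from all 1716 assignments of the CKD mice to these groups. The null of the similarity between the CKD changes without and with Oxf came from 100000 permutations of surgery within gavage. Marker lists for clock phase, handling and other tissues were scored in the same way. The clock score is the score of the list around Dbp and Per1 (clock_night) minus that of the list around Arntl and Npas2 (clock_day). These list names are labels only, and a high score is not read as collection at night. The gene lists, the contrasts, the rule for named genes, the marker lists of clock, immediate-early, atrial, adipose, blood, skeletal muscle, lymphoid, valve and cartilage, and mesothelium genes, and all alternatives not named below as added were chosen before the data were examined. The liver, Mup and second skeletal muscle lists were written afterwards.

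Genes were named by a fixed rule: per contrast, the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 1 log2 CPM. All were named where fewer than 6 passed, and the gene with the smallest p where none passed. List genes were added where they passed over all genes, or, for CKD-vehicle against sham-vehicle and CKD-Oxf against CKD-vehicle, adjusted over the list alone, at most 8 of them per contrast. Overlaps were taken from the annotation without regard to strand.

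The alternatives were the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with sample weights, DESeq2 size factors, upper quartile scaling, no filter, at least 10 counts in every library, a fit of the compared groups only, and surrogate variables (sva 3.50.0, which found 3). Covariates were the clock, atrial and adipose scores and, added after seeing the data, the log2 7SL RNA share. Each library was left out in turn. The lists were also tested with medians, a prior count of 0.5, fry and camera (preset correlation 0.01).

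The code was tested on simulated data with the means and depths of the real libraries and 200 changed genes. It called 67% of genes changed 2-fold and 97% of those changed 4-fold, and 2.96% of the calls fell on unchanged genes. With no gene changed, 0 calls were made. These rates belong to the simulated data and do not show the error rate in the real libraries. The real libraries of each contrast were also split anew in 100 ways, the real split included. For CKD-vehicle against sham-vehicle, 13 of the other splits gave genes past the threshold. For CKD-Oxf against CKD-vehicle 1 did, with 2608 genes, and for Oxf averaged over surgery 4 did, with at most 2452. The median of the other splits was 0 genes in each. The depth was 19.8 to 65.38 M counts (M for mega) per library. The smallest chi-square per gene between libraries of a group was 23.7, so no pair agreed within sampling noise and each library was kept as a replicate.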

Results

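Gene counts of ventricular myocardium were compared between mice with and without 5/6 nephrectomy that had received Oxalobacter formigenes or vehicle. The question of the series title is the effect of colonization on cardiac remodelling in CKD. Libraries held a median of 38.1 M counts (M for mega). The group means were 40.5 ± 8.79 M in sham-vehicle (SD, n = 10), 48.0 ± 10.5 M in CKD-vehicle (n = 6), 31.2 ± 6.94 M in sham-Oxf (n = 5) and 42.1 ± 8.79 M in CKD-Oxf (n = 7).

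The libraries differed in ways that the groups did not explain. Sham-Oxf replicate 1 had the lowest depth (19.8 M) and listed 15879 genes with at least 1 count, against 27128 to 33995 in the other 27 libraries. The first principal component held 44.3% of the variance and separated this library. The 7SL RNA, the RNA of the signal recognition particle, took 2.12% to 23.59% of the counts of a library. This share is summed over the 7SL copies, Rn7s1 and Rn7s2 among them. Reads counted at several copies enter it more than once, so it is likely to overstate the share of reads. The group means of the share were 11.01 ± 5.87% in sham-vehicle, 15.3 ± 7.67% in CKD-vehicle, 4.67 ± 3.95% in sham-Oxf and 9.85 ± 6.93% in CKD-Oxf (SD, n = 10, 6, 5 and 7). None of the 4 pairwise comparisons of the log2 share passed adjustment over these 4 tests. The smallest two-sided exact permutation p was 0.027 for sham-Oxf against sham-vehicle (adjusted p 0.108), where 4 of 5 sham-Oxf libraries lay below the sham-vehicle median. Averaged over surgery, the difference between Oxf and vehicle in the log2 share was -1.02, and 4 of 100 regroupings, the real one included, gave one as large.

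**Figure D1:**
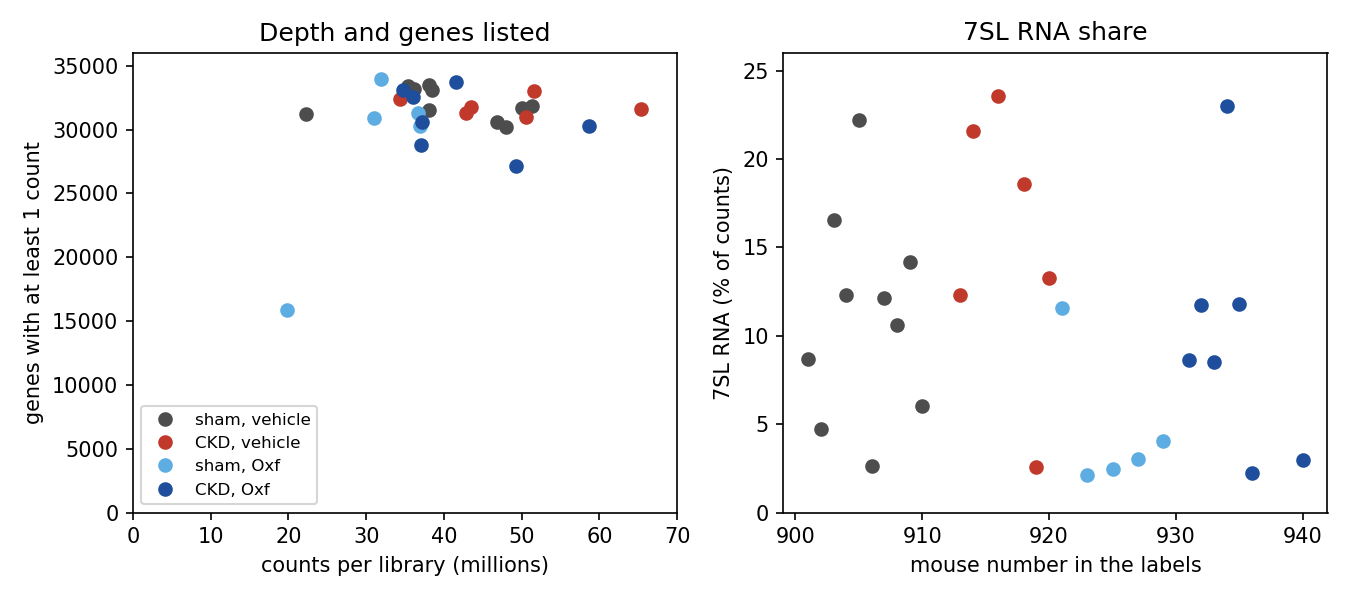
Left, genes with at least 1 count against counts per library in Ms; right, 7SL RNA as a percentage of counts against the mouse number of the labels. Each point is 1 of 28 libraries coloured by group, and the point at 15879 genes is sham-Oxf replicate 1.

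Clock genes followed the mouse number within groups. Mouse numbers run from 901 to 910 in sham-vehicle, 913 to 920 in CKD-vehicle, 921 to 929 in sham-Oxf and 931 to 940 in CKD-Oxf, so number and group cannot be told apart between groups. In sham-vehicle the clock score rose with mouse number (Pearson r 0.956, Spearman rho 0.976, n = 10), with a permutation p of 1e-05 for each, the smallest that 100000 draws can give. Without the 2 mice farthest from the median number, r was 0.932. In CKD-vehicle r was 0.945 (exact permutation p 0.0167) and rho 0.886 (exact permutation p 0.0333, n = 6), and r was 0.901 without the 2 farthest mice (exact permutation p 0.167). In CKD-Oxf, r was 0.574 (exact permutation p 0.191) and rho 0.714 (exact permutation p 0.0881, n = 7). With the 2 farthest mice left out, r there was 0.504. No correlation was computed in sham-Oxf, which has 5 mice, but its scores rose with each mouse number, from 0.833 to 1.95. Adjusted over these 3 relations, the permutation p of r was 3e-05, 0.025 and 0.191. The clock score was 2.44 higher in CKD-Oxf than in CKD-vehicle (exact permutation p 0.000583, the smallest possible, adjusted p 0.0163, 7 of 7 mice above the CKD-vehicle median). It was 1.59 higher in sham-Oxf than in sham-vehicle (exact permutation p 0.00899, adjusted p 0.0559, 5 of 5 mice above the median). In CKD-vehicle it was 1.44 lower than in sham-vehicle (difference -1.44, exact permutation p 0.0169, adjusted p 0.0787, 5 of 6 mice below the median). The score thus did not rise with mouse number from the first group to the next: mouse 910 was at 1.26 and mouse 913 at -2.39. These adjusted values cover 56 tests of 14 marker scores.

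**Figure D2:**
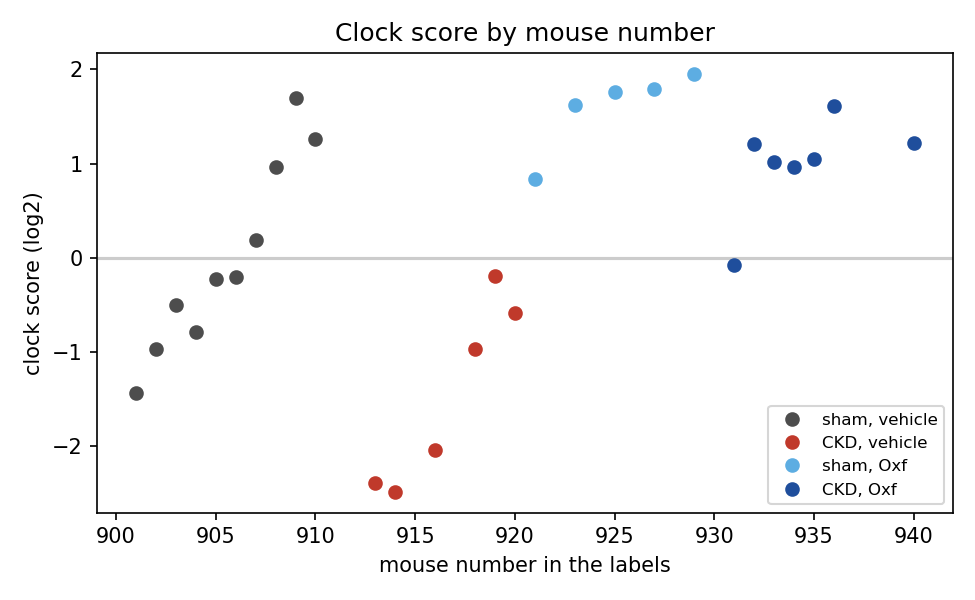
Clock score (log2 scale, clock_night list minus clock_day list, relative to the sham-vehicle mean) against mouse number, 1 point per mouse coloured by group. The score rises from -1.43 to 1.70 within sham-vehicle, and the Oxf mice lie between -0.0783 and 1.95.

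The effect of CKD without the bacterium was tested in CKD-vehicle against sham-vehicle. At an adjusted p under 0.05 (edgeR), 2 genes differed, both higher in CKD-vehicle, and neither by a log2 fold change of at least 1. The alternative that moved this count most was limma voom with sample weights, with 93 genes. Cish (ENSMUSG00000032578, chromosome 9, 107296026 to 107302784) was 0.82 ± 0.14 (SE) higher on the log2 scale (edgeR adjusted p 0.0261). Its level was 37.2 ± 8.46 CPM in CKD-vehicle and 21.1 ± 2.96 CPM in sham-vehicle (SD). RP23-230H3.6 (ENSMUSG00000092397, an antisense gene on chromosome 2, 114054335 to 114064868) was 0.68 ± 0.11 higher (edgeR adjusted p 0.0261), with 22.0 ± 2.80 against 13.7 ± 2.43 CPM. Cish overlaps 2 annotated genes on the other strand, so their reads can be mixed if strand was not used. RP23-230H3.6 overlaps A530058N18Rik on the same strand, so their reads can be mixed in either case. Leaving out any 1 of the 16 libraries reduced the count to 0 or 1. Cish passed in 2 of these 16 fits and RP23-230H3.6 in 6. Without CKD-vehicle replicate 2, Cish was at 0.65 (edgeR adjusted p 0.627). At an unadjusted p under 0.05 there were 1083 genes. Evenly spread p-values would give 1214, but regroupings of these mice mostly gave fewer than 1083. As many arose in 14 of 100 regroupings, the real one included.

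The effect of the bacterium in CKD, the question of the title, was tested in CKD-Oxf against CKD-vehicle. Here 8 genes passed (6 higher and 2 lower, 6 of them with an absolute log2 fold change of at least 1), and 3178 had an unadjusted p under 0.05. Among genes with a mean of at least 1 log2 CPM, the largest rises were in clock output genes. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) was 2.08 ± 0.36 (SE) higher (edgeR adjusted p 0.0156), with 93.3 ± 18 CPM (SD) in CKD-Oxf, 22.0 ± 14.2 in CKD-vehicle, 100 ± 24.1 in sham-Oxf and 52.1 ± 25.3 in sham-vehicle. Its locus overlaps Sphk2 on the other strand. Tef (ENSMUSG00000022389, chromosome 15, 81802421 to 81826863) was 1.50 ± 0.28 higher (edgeR adjusted p 0.0404). Hlf (ENSMUSG00000003949, chromosome 11, 90336536 to 90390895) was 1.31 ± 0.24 higher (edgeR adjusted p 0.0315). The 2 lower genes were Slc41a3 (ENSMUSG00000030089, chromosome 6, 90604725 to 90646412), with -1.05 ± 0.17 (edgeR adjusted p 0.0156), and AC113514.2 (ENSMUSG00000087579, chromosome 19, 36614052 to 36705641), with -1.10 ± 0.19 (edgeR adjusted p 0.0156). AC113514.2 is antisense to Hectd2 and overlaps it. Of the other 3 genes, all higher, Cry2 and Bhlhe41 are named after their values were seen. No gene passed with the clock score as covariate (0 genes), and 862 had an unadjusted p under 0.05. Dbp, Tef, Hlf and Bhlhe41 are themselves genes of that score, so their loss under this covariate is no test of clock phase. Of 100 covariates, the clock score and 99 with its residuals shuffled within groups, 83 gave as few genes past the threshold and 34 as few at an unadjusted p, so the loss of the 8 genes is not particular to the clock score. Without CKD-Oxf replicate 4, whose 7SL share was 22.98%, 927 genes passed, and the 8 genes were among them. Of the 13 fits that each left out 1 library, Slc41a3 passed in 11, Dbp and AC113514.2 in 9 each, Hlf in 4 and Tef in 3.

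Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205), which encodes B-type natriuretic peptide, was the 1 list gene that passed in this contrast adjusted over the list alone (adjusted p 0.00308). Over all genes it did not pass (edgeR adjusted p 0.0966), and no list gene did. It passed over all genes in 5 of 25 alternative fits: DESeq2 (adjusted p 0.00181), limma voom (0.00453), at least 10 counts in every library (0.0437), and 2 of the 13 fits that each left out 1 library (CKD-vehicle replicate 5 or CKD-Oxf replicate 4). The adjusted p ranged from 0.00181 to 1 over the 25. Its log2 fold change was -1.89 ± 0.40 (SE), with 13.4 ± 4.66 CPM (SD) in CKD-Oxf and 49.5 ± 22.1 CPM in CKD-vehicle. The sham groups had 24.1 ± 15.1 CPM with vehicle and 8.86 ± 4.69 CPM with Oxf. Its log2 fold change with the clock score as covariate was -0.61 ± 0.53 (edgeR p 0.259 before adjustment).

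Without CKD, sham-Oxf against sham-vehicle gave 0 genes past the threshold, with 3054 at an unadjusted p under 0.05. The smallest p belonged to the clock gene Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), with a log2 fold change of -2.36 ± 0.44 (SE) and an edgeR adjusted p of 0.103. It passed in 4 of 27 alternative fits. Its level was 2.64 ± 1.37 CPM in sham-Oxf and 13.7 ± 8.31 CPM in sham-vehicle (SD). Leaving out sham-Oxf replicate 2 gave 20 genes. CKD-Oxf against sham-Oxf, the effect of surgery in colonized mice, also gave 0 genes, with 1997 at an unadjusted p under 0.05. The smallest p there was that of RP24-63G9.2 (ENSMUSG00000084917, chromosome 9, 80118895 to 80121937, antisense to Senp6), at -0.81 ± 0.16 and an edgeR adjusted p of 0.195, and it passed in 1 of 24 alternative fits.

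The interaction, which asks whether the effect of the bacterium differs with CKD, gave 0 genes, with 862 at an unadjusted p under 0.05. The gene with the smallest p, Serpinb2 (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478), had an edgeR adjusted p of 1 and at most 1.22 CPM in any library, so no fold change is given. The surgery effect averaged over gavage gave 0 genes, with 2579 at an unadjusted p under 0.05. RP23-230H3.6 had the smallest p, at 0.47 ± 0.09 (SE) and an edgeR adjusted p of 0.23, and it passed in 5 of 39 alternative fits.

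The effect of Oxf averaged over surgery gave 681 genes (307 higher and 374 lower, 144 with an absolute log2 fold change of at least 1), and 5584 at an unadjusted p under 0.05. This count ranged from 109 to 3362 across the 28 fits that each left out 1 library, and was 0 with the clock score as covariate, as with 61 of the 100 covariates. Without sham-Oxf replicate 1 it was 868. Among the largest rises were transcripts that are abundant in liver. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) was 2.67 ± 0.69 (SE) higher (edgeR adjusted p 0.0400). Its level was 14.2 ± 24.9 CPM in CKD-Oxf, 0.637 ± 0.478 in CKD-vehicle, 9.09 ± 11.5 in sham-Oxf and 5.01 ± 4.37 in sham-vehicle (SD), so its spread within the Oxf groups exceeded their means. Alb failed the threshold in 15 of the 28 fits that left out a library, and was at 1.89 without CKD-Oxf replicate 4. Serpina1c (ENSMUSG00000079015, chromosome 12, 103894926 to 103904887) was 2.76 ± 0.72 higher (edgeR adjusted p 0.0400), and Serpina1a (ENSMUSG00000066366, chromosome 12, 103853589 to 103863562) was 2.58 ± 0.68 higher (edgeR adjusted p 0.0416). Both belong to a family of near-identical copies, and with limma voom and sample weights Serpina1c changed direction (-0.02). Without sham-Oxf replicate 1 they were at 1.69 and 1.62. The largest falls were in small RNA genes that exist in several copies. Gm22513 (ENSMUSG00000096349, small nuclear RNA, chromosome 12, 54696782 to 54696945) fell by 2.39 ± 0.50 on the log2 scale (edgeR adjusted p 0.0184). Gm22042 (ENSMUSG00000064923, small nuclear RNA, chromosome 4, 51812483 to 51812647) fell by 2.42 ± 0.52 (edgeR adjusted p 0.0202). Gm25776 (ENSMUSG00000080365, small nucleolar RNA, chromosome 12, 91573430 to 91573572) fell by 2.44 ± 0.46 (edgeR adjusted p 0.0106) and lies within Gtf2a1. With the log2 7SL share as covariate, chosen after seeing the data, the 3 no longer passed (Gm22513 -0.81, Gm22042 -0.83, Gm25776 -1.06).

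Of the 63 list genes tested, 8 passed for Oxf averaged over surgery adjusted over the list alone and 3 over all genes tested. These were Nppb at -1.67 ± 0.29 (SE, edgeR adjusted p 0.00539), Hadhb (ENSMUSG00000059447, chromosome 5, 30155248 to 30184593) at -0.77 ± 0.21 (edgeR adjusted p 0.0473) and Cpt2 (ENSMUSG00000028607, chromosome 4, 107903981 to 107923610) at -0.51 ± 0.14 (edgeR adjusted p 0.0478). With the clock score as covariate Nppb was at -0.67 and no longer passed (edgeR adjusted p 0.831). Nppb passed in 38 of its 39 alternative fits. These include all 28 that left out a library, where it was between -1.86 and -1.58 (edgeR adjusted p 0.00203 to 0.0189). Hadhb and Cpt2 each failed in 18 of the 28 fits that left out a library. For CKD-vehicle against sham-vehicle, sham-Oxf against sham-vehicle and the interaction, 0 list genes passed adjusted over the list alone. In CKD-Oxf against sham-Oxf and in the averaged surgery effect 1 passed, S100a9, which did not pass over all genes tested and is named after its values were seen. The remaining list genes, Il6 and S100a8, were too low to test.

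Remodelling was also measured by the 5 list scores. Nppb is 1 of the 8 genes of the hypertrophy list, so the hypertrophy score and the Nppb level are not independent. The hypertrophy score was 0.564 ± 0.351 in CKD-vehicle (SD, n = 6), 0 ± 0.362 in sham-vehicle (n = 10), -0.0517 ± 0.295 in CKD-Oxf (n = 7) and -0.346 ± 0.353 in sham-Oxf (n = 5). CKD-Oxf lay 0.616 below CKD-vehicle, a difference of -0.616 (two-sided exact permutation p 0.000583, the smallest the design allows), with an adjusted p of 0.0117 over 20 tests and 7 of 7 mice below the CKD-vehicle median. CKD-vehicle lay 0.564 above sham-vehicle, with 6 of 6 mice above the sham median (exact permutation p 0.00937), but this did not pass adjustment (0.0937). With the clock score regressed out, an alternative chosen after seeing the data, the difference between CKD-Oxf and CKD-vehicle was -0.0862 (exact permutation p 0.521). This p takes the fitted slope as known. The clock scores of these groups do not overlap (-2.48 to -0.192 in CKD-vehicle, -0.0783 to 1.61 in CKD-Oxf). The value is thus an extrapolation, and its p cannot show that no difference remains. Without the clock score regressed out, leaving out CKD-vehicle replicate 2 moved the difference between CKD-Oxf and CKD-vehicle to -0.497, with an adjusted p of 0.101. Without CKD-vehicle replicate 3 or 4, or CKD-Oxf replicate 1, 4 or 5, it also failed adjustment, between -0.61 and -0.656. The other 18 comparisons did not pass adjustment. The smallest unadjusted p among them were 0.0659 for inflammation in sham-Oxf against sham-vehicle (-0.535, 4 of 5 mice below the median) and 0.0862 for fatty acid oxidation in CKD-Oxf against CKD-vehicle (-0.361, 6 of 7 mice below the median), both by exact permutation. Without sham-Oxf replicate 1, the inflammation difference was -0.122. Whether the effect of Oxf on a score differed with surgery was tested by permuting gavage within surgery, and no list passed (smallest p 0.118, for inflammation; hypertrophy 0.419).

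**Figure D3:**
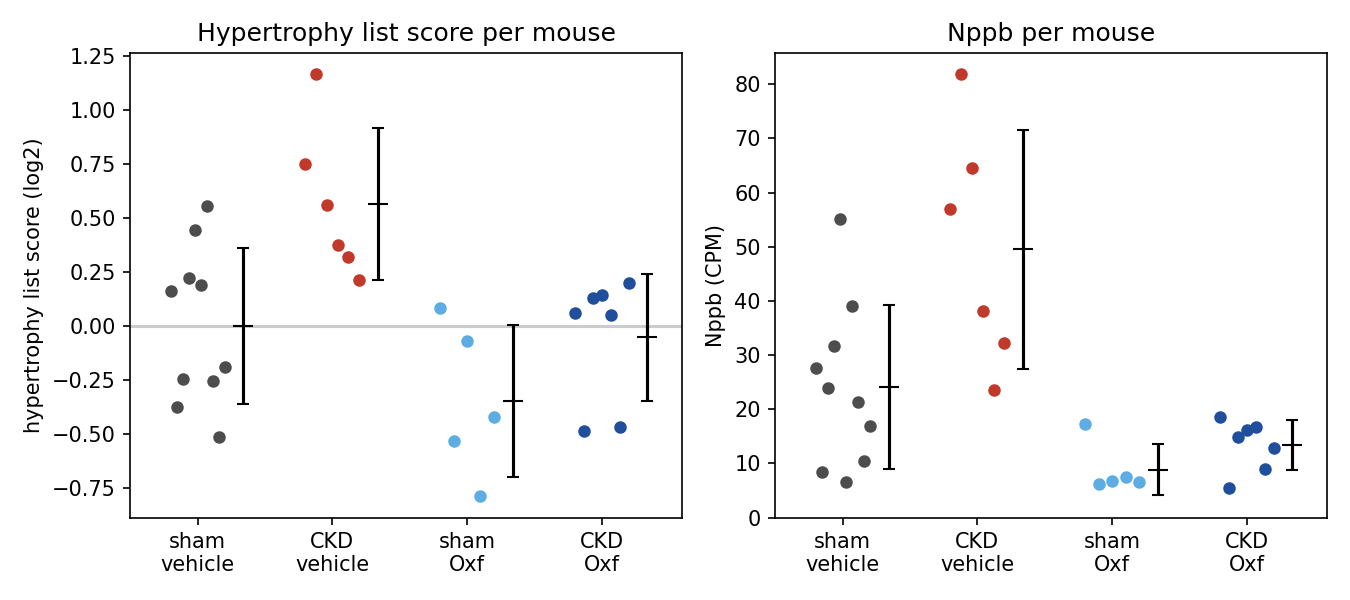
Hypertrophy list score (log2 scale, relative to the sham-vehicle mean) and Nppb in CPM, 1 point per mouse in each of the 4 groups, with the mean and SD as bars. CKD-vehicle has the highest mean in both (0.564 and 49.5 CPM), and CKD-Oxf has -0.0517 and 13.4 CPM. Nppb is itself a gene of the list.

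Whether genes changed by CKD moved back with Oxf was tested across the 24273 genes, which are not independent replicates. The Spearman correlation of the CKD change with the Oxf change was -0.589. Regrouping the CKD mice in all 1716 ways gave a median of -0.525 and values as negative in a share of 0.365 (one-sided exact permutation p), since both changes share the CKD-vehicle libraries. The observed value is thus within what shared libraries give. With the CKD-vehicle mice divided 3 and 3 in all 20 ways, with 3 for each change, so that no library was shared, the mean correlation was -0.244, where 1000 regroupings gave a median of 0.046 (one-sided permutation p 0.133). The CKD change without Oxf correlated at 0.129 with the CKD change with Oxf, which share no library (two-sided permutation p 0.535). Without sham-Oxf replicate 1 this correlation was 0.455, without sham-Oxf replicate 2 it was -0.039, and without CKD-Oxf replicate 4 it was -0.0129.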

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

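Within each group, the highest or lowest library was compared with its nearest neighbour for 42 measures, giving 168 comparisons. The gap passed Dixon's 95% limit in 16, where about 8.4 are given by chance. The tests below were chosen after the data were seen; only the values of the second skeletal muscle list had not been looked at when it was written.

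Sham-Oxf replicate 1 accounts for 6 of these gaps, each given as a share of the group's range. It was lowest for genes with a count (0.796), the inflammation score (0.728), the clock_night score (0.756), the valve and cartilage score (0.733) and Gm25776 (0.757), and highest for Nppb (0.834). Lower depth alone is argued against, because other libraries thinned to its 19.8 M counts still listed at least 25885 genes, against 15879. A shortage of distinct RNA molecules is a candidate explanation. Of the 2704 genes at 1 to 2 CPM in the other 4 sham-Oxf libraries, 60.4% had no count there, against at most 1.55% in any other library. Low values of its weakly expressed genes may thus reflect molecules that were never sampled. No biological explanation was tested for a single mouse. The library is not needed for the gavage result: without it 868 genes passed for Oxf averaged over surgery, and 488 of the 681 genes were among them.

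Skeletal muscle markers were far higher in sham-vehicle replicate 6 and CKD-vehicle replicate 1. The gaps were 0.836 and 0.953 for the list fixed in advance, and 0.827 and 0.777 for a second list of skeletal muscle transcripts that had not been looked at. Myh4 was at 126 and 420 CPM in these libraries and at most 14.9 CPM in the other 26. Skeletal muscle in the dissected tissue is a likely explanation: 7 of the 8 transcripts of the second list had their 2 highest values in these libraries. The exception, Eno3, is also abundant in the other libraries (median 185 CPM). Acta1, a gene of the hypertrophy list, is also a skeletal muscle gene, at 187 and 134 CPM against a median of 34.9 CPM and a highest value of 179 CPM in the other 26 libraries, so its level alone does not set these libraries apart. Without Acta1 the hypertrophy score difference between CKD-Oxf and CKD-vehicle was -0.597, so the difference does not rest on that gene. No biological explanation was tested.

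The log2 7SL share was lowest in CKD-vehicle replicate 5 (gap 0.707, 2.58% of counts against a group mean of 15.3%). The share followed the first principal component of the other genes after group means were removed (Pearson r 0.864, Spearman rho 0.855, n = 27, permutation p 1e-05, the smallest possible; r 0.869 without the 2 extreme libraries). This suggests a property of the libraries that reaches many transcripts, such as RNA quality or library preparation, but the labels give no batch against which to test it. Whether the share also differs with surgery or gavage stays open. The smallest adjusted exact permutation p of the 4 pairwise comparisons was 0.108. The difference between Oxf and vehicle averaged over surgery was -1.02, and 4 of 100 regroupings, the real one included, gave one as large, as did 4 of 100 for sham-Oxf against sham-vehicle. These are the smallest of 7 such counts, not adjusted for their number.

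The remaining gaps concern single genes or the clock score. CKD-Oxf replicate 1 was lowest for the clock score (0.619) and highest for Slc41a3 (0.746), and it has the lowest mouse number of its group. CKD-vehicle replicate 5 was highest for Hlf (0.638), another clock gene. Within sham-vehicle the clock score followed mouse number with r 0.956, so these values may reflect the time of collection. CKD-vehicle replicate 2 was highest for Cish (0.671), and Cish was at 0.65 without it. Serpinb2 in sham-Oxf replicate 2 (gap 1) is a matter of counting, since the other 4 libraries of the group had 0 counts. Whether these remaining gaps are chance cannot be told, since the 8.4 given by chance covers all 168 comparisons. No biological explanation was tested for these single libraries.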

How the results depend on the processing

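Alternatives using the log2 7SL share, the clock score regressed out of list scores, the hypertrophy list without Acta1, camera with an estimated correlation, and genes chosen by a t statistic were chosen after seeing the data. The labels share no replicate numbers between groups, so no paired analysis was possible because nothing links mice across groups. The fit of the compared groups only is identical to the reported one for the interaction and the averaged effects, and has no value of its own there.

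The count of genes in CKD-vehicle against sham-vehicle moved from 2 to 29 with DESeq2, 93 with limma voom, 1 with upper quartile scaling, 1 without the filter, 1 with only the groups compared, 58 with surrogate variables, 0 with the clock score (664 at an unadjusted p under 0.05), 0 with the adipose score (773) and 22 with the 7SL share. For CKD-Oxf against CKD-vehicle it moved from 8 to 190 with DESeq2, 3639 with limma voom, 5 with DESeq2 size factors, 5 with upper quartile scaling, 5 without the filter, 14 with at least 10 counts in every library, 245 with surrogate variables, 0 with the clock score (862 at an unadjusted p under 0.05) and 4 with the atrial score. The 2 other scalings gave 3 higher and 2 lower genes, against 6 and 2. For sham-Oxf against sham-vehicle it moved from 0 to 131 with DESeq2, 34 with limma voom, 34 with surrogate variables, 2 with the clock score, 1.0e+02 with the adipose score (18 higher and 86 lower) and 146 with the 7SL share. For CKD-Oxf against sham-Oxf it moved from 0 to 100 with DESeq2 and 1 with surrogate variables. The interaction stayed at 0 genes in every fit that was run, with 484 to 2279 at an unadjusted p under 0.05 outside the fits that left out a library. Surgery averaged over gavage moved from 0 to 113 with DESeq2, 126 with limma voom, 288 with surrogate variables, 1 with the clock score and 45 with the 7SL share. Oxf averaged over surgery moved from 681 to 2133 with DESeq2, 5336 with limma voom, 161 without the filter, 1422 with at least 10 counts in every library, 369 with surrogate variables, 0 with the clock score (1525 at an unadjusted p under 0.05), 109 with the atrial score, 2082 with the adipose score and 144 with the 7SL share. Fewer genes tested explain part of the rise under the stricter filter (14053 against 24273); the cause was not tested for the others. No scaling moved the median gene by more than 0.1 on the log2 scale.

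Leaving out 1 library at a time gave from 0 to 1 genes for CKD-vehicle against sham-vehicle, 0 to 927 for CKD-Oxf against CKD-vehicle, 0 to 20 for sham-Oxf against sham-vehicle, 0 to 1 for surgery averaged over gavage and 109 to 3362 for Oxf averaged over surgery. The highest values of the second and the last came without CKD-Oxf replicate 4, and all 8 genes of the second were among the 927. Without CKD-vehicle replicate 5, they were 16 and 1897. These are the library with the highest 7SL share of CKD-Oxf (22.98%) and that with the lowest of CKD-vehicle (2.58%), so the counts depend on them. The 20 genes came without sham-Oxf replicate 2.

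The hypertrophy score difference between CKD-Oxf and CKD-vehicle stayed negative in every setting. It was weaker with the clock score regressed out (-0.0862), with the 7SL share regressed out (-0.544, adjusted p 0.0533) and under camera with an estimated correlation (-0.587), and ranged from -0.685 to -0.497 over the fits that left out a mouse. Over all its alternatives the adjusted p ranged from 0.000611 to 0.706. For CKD-vehicle against sham-vehicle it was 0.505 and past the threshold under fry (adjusted p 0.0394) and camera, and 0.414 to 0.634 without single mice (past the threshold without sham-vehicle replicate 7, adjusted p 0.036). Camera also called fibrosis in CKD-Oxf against sham-Oxf (-0.112) and fatty acid oxidation in CKD-vehicle against sham-vehicle (0.294) and CKD-Oxf against CKD-vehicle (-0.346). Of the 5 camera calls, the 2 of the hypertrophy list held under fry and none under an estimated correlation.

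The scores that changed sign were not past the threshold under any setting. With the clock score regressed out, fibrosis was 0.29 in CKD-Oxf against CKD-vehicle and 0.1 in sham-Oxf against sham-vehicle. Inflammation in CKD-vehicle against sham-vehicle was -0.00229 with DESeq2 size factors and -0.0112 under the stricter filter, and -0.0755 to 0.0688 without single mice. In CKD-Oxf against CKD-vehicle it was -0.0309 with the median, -0.107 under the stricter filter, -0.136 with the clock score and -0.0651 with the 7SL share regressed out, and -0.0472 to 0.129 without single mice. In CKD-Oxf against sham-Oxf it was -0.0285 under the stricter filter. Oxidative stress in CKD-vehicle against sham-vehicle was 0.0439 with the median, 0.0373 under the stricter filter and 0.00484 with the 7SL share regressed out, and -0.102 to 0.0637 without single mice. Fatty acid oxidation with the 7SL share regressed out was 0.0272 in sham-Oxf against sham-vehicle and -0.0121 in CKD-Oxf against sham-Oxf. The cause was not tested. The stricter filter left 6 inflammation genes, so it scores a different list.

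The reversal correlation kept its sign and stayed above p 0.05 in every setting (from -0.712 to -0.484 without single mice). It was smallest, at -0.244, where the CKD-vehicle mice were divided 3 and 3 so that no library was shared (p 0.133, permutation, against a median of 0.046). With the 1083 genes at an unadjusted p under 0.05 (edgeR) it was -0.859. The regroupings chose genes anew by a t statistic instead (median -0.806), so the exact permutation p of 0.3 compares unlike choices. With the same number of genes chosen by the t statistic throughout, the correlation was -0.782 against a median of -0.806 (p 0.573, exact permutation). The similarity correlation ranged from -0.039 to 0.455 without single mice and stayed above p 0.05. Among single genes, 236 fits outside those leaving out a library gave 167 unchanged calls, 57 weaker, 11 stronger and 1 reversed (Serpina1c, -0.021 with limma voom).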

Other observations

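The tests in this part were chosen after the data were seen, except the clock covariate for the averaged Oxf effect and for Nppb; when the 7SL covariate and the mouse number fit were chosen, their own outcomes had not been seen, unlike the adjustment over the list alone for Nppb. In each contrast the libraries were regrouped in 100 ways, the real one included, keeping the group sizes. For CKD-vehicle against sham-vehicle, 14 of the 100 splits gave as many genes past the threshold. For CKD-Oxf against CKD-vehicle 2 did, and for Oxf averaged over surgery 4 did. For contrasts with 0 genes, counts at an unadjusted p under 0.05 were compared. As many arose in 5 splits for sham-Oxf against sham-vehicle, 28 for CKD-Oxf against sham-Oxf, 38 for the interaction and 10 for surgery averaged over gavage. The other split of the CKD mice that gave as many genes gave 2608, far more than the 8 of the real one. At an unadjusted p under 0.05, however, 13 of the 100 splits gave as many genes as the 3178 of the real one. Among all 100 the split with 2608 genes had the largest difference in log2 7SL share between its groups (1.64), and it also had the second largest difference in clock score (-2.07, after 2.44 in the real split), so this split does not separate them. Across the splits of that contrast, the count at an unadjusted p rose with the 7SL difference (Spearman rho 0.539) and less with the clock difference (0.194).

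Clock genes differed between Oxf and vehicle mice, and the mouse number offers an explanation that does not involve the bacterium. If mice were killed in the order of their numbers, clock phase would advance within each group, as it did in sham-vehicle (r 0.956) and CKD-vehicle (r 0.945). In sham-vehicle, a fit of all 23603 tested genes on mouse number called 4 genes past an adjusted p of 0.05 (edgeR), and 3 of them (Dbp, Arntl and Tef) are clock list genes, of 15 tested. The other was RP23-8D10.2, and these names were chosen after their values were seen. Of 100 orders of the mouse numbers, 2 gave as many genes, the real order included. At an unadjusted p under 0.05, however, the real order gave 365 genes, fewer than the median of 504 of the other orders, so the relation concerns few genes. Between the groups the score did not follow the numbers throughout: CKD-vehicle, with the higher numbers, was 1.44 lower than sham-vehicle (-1.44, exact permutation p 0.0169, adjusted p 0.0787), and mouse 913 (-2.39) lay far below mouse 910 (1.26). One continuous collection in number order is thus argued against, and order alone does not predict the difference between the gavage groups; collection that started anew for a group was not tested. Times of collection were not analysed here, so this is a hypothesis. A shift of the clock by the bacterium cannot be told apart from it, since the gavage groups hold separate blocks of numbers: 4 of the 16 vehicle mice, all sham-vehicle, reached the range of the Oxf mice.

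The lower hypertrophy score and Nppb level of CKD-Oxf mice may in part follow clock phase. Nppb is itself a gene of the hypertrophy list, so its level and the score are not independent. No score without Nppb was computed. With the clock score regressed out, the score difference between CKD-Oxf and CKD-vehicle was -0.0862 in place of -0.616. Of 9999 covariates with the same group means and residuals shuffled within groups, and the real one, a share of 0.0046 came as near 0 (median -0.614). Within groups the relation of the score to the clock score was uneven. In CKD-vehicle r was -0.866 (exact permutation p 0.0194) and rho -0.943 (exact permutation p 0.0167, n = 6). In sham-vehicle r was -0.392 (permutation p 0.257) and rho -0.2 (permutation p 0.583, n = 10). In CKD-Oxf r was -0.444 (exact permutation p 0.373) and rho -0.286 (exact permutation p 0.556, n = 7). Without the 2 extreme mice of each group, r was -0.979, 0.0368 and -0.486 in this order. None of the 3 values of r with all mice passed adjustment (smallest adjusted p 0.0583). The relation was strongest in CKD-vehicle, but how far the clock adjustment leans on those mice was not tested. For Nppb the log2 fold change was -0.606 with the clock score as covariate, and 2 of the 100 covariates (99 of them shuffled) came as near 0, the real one included. With the 7SL share as covariate it was -1.43 ± 0.314 (SE), and Nppb still passed adjusted over the list alone (edgeR adjusted p 0.00573), which argues against the 7SL share as the whole cause. Whether clock phase accounts for Nppb cannot be told apart from an effect of the bacterium, since phase and gavage run together and the error (0.53) is nearly as large as the change that remained. An effect of colonization on these genes stays open, as does one of the oxalate that the bacterium degrades.

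For the 681 genes of the averaged Oxf effect, the covariates decide little. With the clock score 0 genes passed (1525 at an unadjusted p under 0.05), but 61 of the 100 covariates gave as few, so the loss is given by the collinearity with gavage and cannot be told apart from it. With the 7SL share 144 genes passed, 85 of them among the 681, so the 7SL share does not account for all of these genes, and a contribution of library composition to the others stays open. The share itself was lower with Oxf (-1.02, as large in 4 of 100 regroupings). A single library of few molecules is argued against as the cause by the 868 genes found without it.

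Mup genes, which encode urinary proteins made in liver, were lower in CKD-vehicle than in sham-vehicle (score -3.22, exact permutation p 0.000624, adjusted p 0.0163, 6 of 6 mice below the sham median). The liver list, with Alb as its best known member, fell too (-1.68, exact permutation p 0.0025, adjusted p 0.028, 6 of 6 mice below the median). Both lists were higher in CKD-Oxf than in CKD-vehicle, but neither passed adjustment (Mup 2.3, exact permutation p 0.0128, adjusted p 0.0718; liver 1.66, exact permutation p 0.0152, adjusted p 0.0771; 6 of 7 mice above the median in each). In sham-Oxf the liver score was lower than in sham-vehicle (-0.539, exact permutation p 0.336). The log2 fold change of Alb with Oxf was 4.51 ± 1.12 (SE) in CKD and 0.84 ± 0.89 in sham mice (edgeR adjusted p 0.162 and 0.738), with an adjusted p of 1 for the interaction, so neither part of its averaged rise passes alone. Carry-over of liver RNA, at low levels, is a candidate source. Alb averaged 5.01 ± 4.37 CPM (SD) in sham-vehicle and 0.637 ± 0.478 CPM in CKD-vehicle. Over all libraries, 3 of the 12 liver genes and 0 of the 9 Mup genes reached a median of 1 CPM. In CKD-vehicle the median count was at most 3 for all 9 Mup genes and for 5 of the 12 liver genes, so the sizes of both scores depend on the prior count. The Mup score fell by 1.54 more than the liver score (-1.54, exact permutation p 0.00162; -1.36 without Hp and Ahsg, exact permutation p 0.000874). Genes at this floor cannot fall further, so unequal starting levels alone can give such a gap. Equal carry-over of the same liver RNA and a lower Mup content of the liver in CKD thus cannot be told apart. The Mup copies are nearly identical and share reads.

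Of the other marker lists, none passed adjustment over the 56 tests in any comparison. By exact permutation, their smallest p was 0.598 for immediate-early genes, 0.12 for atrial, 0.198 for adipose, 0.236 for blood, 0.508 for skeletal muscle, 0.0186 for the second skeletal muscle list, 0.408 for lymphoid, 0.0377 for valve and cartilage, and 0.322 for mesothelium genes. The clock_day list passed in CKD-Oxf against CKD-vehicle (-0.974), sham-Oxf against sham-vehicle (-0.748) and CKD-Oxf against sham-Oxf (0.419). The clock_night list passed in CKD-Oxf against CKD-vehicle (1.47).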
